# The Sexually Antagonistic Genes of *Drosophila melanogaster*

**DOI:** 10.1371/journal.pbio.1000335

**Published:** 2010-03-16

**Authors:** Paolo Innocenti, Edward H. Morrow

## Abstract

When selective pressures differ between males and females, the genes experiencing these conflicting evolutionary forces are said to be sexually antagonistic. Although the phenotypic effect of these genes has been documented in both wild and laboratory populations, their identity, number, and location remains unknown. Here, by combining data on sex-specific fitness and genome-wide transcript abundance in a quantitative genetic framework, we identified a group of candidate genes experiencing sexually antagonistic selection in the adult, which correspond to 8% of *Drosophila melanogaster* genes. As predicted, the X chromosome is enriched for these genes, but surprisingly they represent only a small proportion of the total number of sex-biased transcripts, indicating that the latter is a poor predictor of sexual antagonism. Furthermore, the majority of genes whose expression profiles showed a significant relationship with either male or female adult fitness are also sexually antagonistic. These results provide a first insight into the genetic basis of intralocus sexual conflict and indicate that genetic variation for fitness is dominated and maintained by sexual antagonism, potentially neutralizing any indirect genetic benefits of sexual selection.

## Abstract 2

An association between sex-specific fitness and gene expression in the fruit fly provides an estimate of number, identity and function of sexually antagonistic genes in this species.

## Author Summary

Males and females of many species are different: many of these differences are thought to have evolved because the sexes often have needs and strategies that do not coincide. For example, in fruit-flies, females may do best by concentrating their efforts in acquiring resources to be able to lay more eggs, while males would benefit most from increasing their mating and fertilization success. Such differences generate a sexual “conflict of interests”, and since as a general rule each behavioural, morphological or physiological characteristic is regulated by the same set of genes in the two sexes, this conflict takes place ultimately at the genetic level. In our study, we combined data on the reproductive success of different lines of fruit-flies with their gene expression profiles. We show that a large proportion of genes that contribute to male fertilization success are detrimental for female fecundity, and vice-versa. These results indicate that an optimal genotype for both sexes does not exist: many genes maintain different variants because they have opposite effects in males and females, perhaps helping to explain how genetic diversity is maintained in the face of selection.

## Introduction

Males and females differ in the optimal value for most behavioural, morphological, and physiological traits [1], as a consequence of the different strategies they adopt to maximize their fitness [2],[3]. At the genetic level, these differences trigger an evolutionary conflict between the sexes. For any given genetic locus, an allele may be favoured by selection in males, while a different allele is favoured in females. Hence, intralocus sexual conflict occurs when selection acts differentially on the same locus in the two sexes [4]. If many loci experience this sexually antagonistic selection, sets of alleles that are positively selected in males will produce a “good” male phenotype but a “bad” female phenotype, while the opposite will be true for other sets of alleles positively selected in females. Over the past decade, the phenotypic effects of intralocus sexual conflict have been demonstrated using two major lines of evidence: first, from studies showing a negative genetic correlation for fitness between the sexes, both in wild and laboratory populations [5],[6], and second, from experimental evolution studies, where gender-limited selection resulted in relatively higher fitness of the selected sex [7],[8]. Furthermore, sexually antagonistic selection appears to be a taxonomically widespread phenomenon [9].

Although the effects of intralocus sexual conflict on the whole organism are receiving increasing attention [10], very little is known about the genetics underlying the patterns observed, namely the identity, number, or location of the genes involved. So far, two predictions have been made about the features of sexually antagonistic genes. First, sexually antagonistic loci should accumulate on the sex chromosomes [1] due to their patterns of inheritance in the two sexes [11]. Second, since the genetic information available to males and females is largely coincidental, sexual dimorphism is expected to arise through differences in where, when, and to what extent genes are expressed [12], as a way to resolve the conflict and to mitigate the “gender load” [1]. Numerous studies have employed sex bias in gene expression as a proxy for sexual antagonism [13]–[17] with the assumption that sexual dimorphism in expression levels reflects the current extent to which sexual conflict is present at each locus. However, as some authors explicitly note [9],[12],[13], sex-biased expression is more likely to represent a partial or total resolution to the conflict, and the assumption that sex-biased expression equals sexual antagonism remains to be demonstrated. An explicit test of these predictions at the gene level is only possible when a set of candidate genes has been identified. The aim of this study was therefore to provide an empirical test of current sexual conflict theory with respect to the genome-wide number, location, and function of sexually antagonistic genes in an outbred population of *D. melanogaster*.

## Results/Discussion

We began by using a quantitative genetic hemiclonal analysis of adult fitness across 100 genomic haplotypes when expressed as either males or females (see Materials and Methods). Adult fitness was measured in terms of fertilization success for males and fecundity for females, both assayed under competitive conditions: these components closely match total adult fitness in our study population [18]. A mixed model was fitted to partition the total phenotypic variance into sex-specific genetic components and their correlation. Consistent with previous studies [6],[11], we found a significant negative genetic correlation for adult fitness between the sexes across these 100 lines (*r*_MF_  = −0.52, 95% Credible Interval: −0.86; −0.10, Table 1). The sex-specific heritabilities were both significantly different from zero, but the estimate for males was much smaller than for females, as previously shown in different species [19],[20],[21]. This sexually antagonistic variation for fitness is illustrated by the negative relationship between male and female relative fitness (Table 1 and Figure 1A) and the crossing pattern in an interaction plot (Figure 1B), demonstrating that genomes with high fitness when expressed in males typically produce low fitness females and vice versa [6].

**Figure 1:**
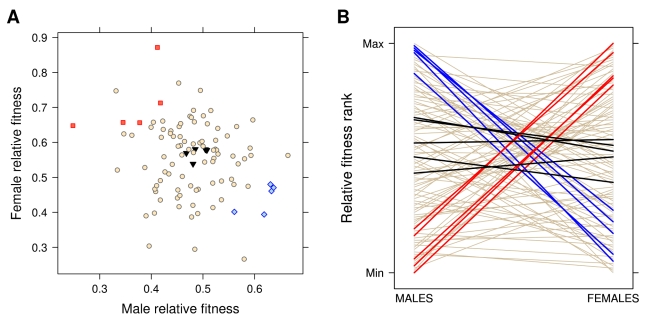
Fitness assay data. (A) Average male and female adult relative fitness (male fertilization success and female fecundity) across 100 hemiclonal lines. (B) Interaction plot of male and female fitness rank for each hemiclone line. In both panels, the 15 selected lines are highlighted in blue (high-male/low-female fitness), red (low-male/high-female fitness), or black (average male and female fitness).

**Table 1:** Heritability and intersexual genetic correlation for adult fitness.

	Var. comp.	95% C.I.	*h* ^2^	95% C.I.	CV
Female	0.0070	0.0042; 0.0107	0.632	0.428; 0.859	21.28
Female residual	0.0153				31.49
Male	0.0014	0.0005; 0.0030	0.115	0.037; 0.245	11.12
Male residual	0.0222				43.96

	Covariance	95% C.I.	*r*_MF_	95% C.I.	
Male - Female	−0.0016	−0.0033; −0.0001	−0.523	−0.860; −0.103	

A mixed model was used to partition the phenotypic variance for male and female adult fitness and to estimate the intersexual genetic correlation. Abbreviations: Var. Comp., variance component; *h^2^*, narrow sense heritability; *CV*, coefficient of variation for the sex-specific additive genetic components (CV_A_) and for the residual variances (CV_R_); *r_MF_*, intersexual genetic correlation.

After establishing the presence of sexually antagonistic variation for fitness, we undertook a gene expression analysis on a subset of the original 100 lines. We selected five lines for which fitness was high in males but low in females, five lines showing the opposite pattern, and five lines showing average fitness across both sexes (Figure 1B). 

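Adult flies of 15 hemiclonal lines were measured on 120 arrays, with 4 independent samples of males and 4 of females from each line and 6 flies in each sample. Flies of a hemiclonal line carry the same haploid genome, set against varied genomes of the base population. Males came from double-X mothers and so have only the X chromosome of the line. From Day 12 they spent 24 h with tester flies of the opposite sex, and 20 h more passed before they were sorted. The yolk protein genes Yp1, Yp2 and Yp3, which females express, and the male genes SP (sex peptide) and Acp26Aa (ovulin), whose products pass to the female at mating, separated the arrays of the sexes without overlap. Yp1 ranged from 14.32 to 14.58 on the log2 scale in female arrays and from 3.70 to 9.84 in male arrays, while SP ranged from 13.42 to 14.05 in male arrays and from 3.54 to 4.87 in female arrays. Each array holds a value for each of 18,952 probe sets, made by the authors with RMA, which corrects background, quantile-normalizes the arrays and summarises the probes of a set by median polish on the log2 scale. The 183 control probe sets were left out, and the other 18,769 are called transcripts as in the paper. The annotation of the array names 1 gene for 13,646 of them and several genes for 402, and lists none for 4,721. Pairs of replicate arrays of the same line and sex had a median Pearson correlation of 0.996 across transcripts (180 pairs, 0.988 to 0.997), against 0.993 for pairs of the same sex from different lines (3,360 pairs); transcripts are not independent replicates. The median of the array medians was 5.73 in females and 6.37 in males, so centring each array on its median lowers every male minus female difference by 0.64, and the median of the ribosomal protein transcripts differs by -0.66. Sex was a fixed effect and line and sex by line were random effects in a mixed model of each transcript, with an FDR of 0.001 by Benjamini and Hochberg. The batch term of the paper was left out because no source used here gives the batch of an array.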

Gene expression was measured in males and females of the selected lines during the peak of their reproductive activity using Affymetrix Drosophila GeneChip 2.0 microarrays. For each transcript, we fitted a mixed model to partition the variance in expression between sexes, among lines, and their interaction. An additional factor was introduced to control for the batch effect in microarray hybridisation. 

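Genes of reproduction differed most between the sexes. All 30 measured genes for accessory gland proteins, which males transfer in the seminal fluid, were higher in males, by a median of 7.55 on the log2 scale, as were all 7 genes of the ejaculatory duct and bulb, by a median of 9.72. All 22 genes of egg yolk and eggshell were higher in females, with a median male minus female difference of -7.31. Of 53 genes of spermatogenesis, 49 were higher in males and 3 in females, and of 40 genes of oogenesis and maternal RNA, 37 were higher in females and 3 in males. These counts come from 20 gene lists fixed before the data were examined, with 541 of their 725 genes measured, and from the F test of sex in the mixed model, which called 17,156 of 18,769 transcripts (91.4%), 5,719 higher in males and 11,437 higher in females. With each array centred on its ribosomal protein median, the split turned to 12,837 higher in males and 4,279 in females. In every list the counts were the same when adjusted over the list alone. Dup99B, a peptide of the ejaculatory duct, was higher in males by 9.72 (SE 0.08, adjusted p = 3.37e-21 from the F test, 15 of 15 lines), and ocn and Mst84Db, which are expressed in the male germline, were higher by 9.47 (SE 0.06) and 8.70 (SE 0.06). The ovarian genes otu and bcd, the latter the maternal determinant of the embryo's head, had male minus female differences of -7.92 (SE 0.03) and -7.85 (SE 0.04). The camera test of limma, with the correlation between genes preset to 0.01, gave an adjusted p over the 20 lists of 2.43e-16 for accessory gland proteins, the only list that held its call with an estimated correlation (adjusted p = 0.0372 with an estimated correlation). That call was lost with each array centred on its ribosomal protein median (adjusted p = 0.356 with an estimated correlation), and with centring on the array median spermatogenesis (0.0385) and the nervous system (0.0309) held theirs too. For spermatogenesis it gave adjusted p = 1.25e-16 (adjusted p = 0.0751 with an estimated correlation), for the ejaculatory duct and bulb 1.07e-05 (adjusted p = 0.119 with an estimated correlation), for yolk and eggshell 1.9e-06 and for oogenesis 2.04e-06 (adjusted p = 0.124 for both with an estimated correlation). Male arrays differed in their yolk and eggshell values: the mean over the 22 genes ranged from 4.83 to 6.25 between male arrays, and 17 other abundant female transcripts moved with Yp1 within lines (median r 0.59 over the 17). Genes of muscle, eye and nervous system were mostly higher in males. They comprised 19 of 20 muscle genes, led by fln (flightin, of the flight muscle) at 2.67, all 14 genes of the eye, led by ninaD (carotenoid uptake) at 3.89, and 27 of 29 genes of the nervous system, with Snap25 (synaptic vesicle release) at 2.35. The camera test gave these 3 lists adjusted p = 3.12e-08, 9.66e-07 and 3.75e-07 in that order (adjusted p = 0.119, 0.158 and 0.0651 with an estimated correlation). As the samples were whole flies, the values do not separate expression within a tissue from the share of that tissue in the body. Genes of detoxification, digestion and odorant binding included some higher in each sex, in shares that changed with the scaling of the arrays. Of 95 genes of xenobiotic metabolism 69 were higher in males and 15 in females, from Cyp4d21 at 4.66 (SE 0.16) to Cyp6a19 at -6.38 (SE 0.06), and of 45 odorant-binding proteins 27 were higher in males and 12 in females, with Obp56f at 7.92 (SE 0.05). With each array centred on its median these counts were 54 and 27 for xenobiotic metabolism and 22 and 17 for odorant binding, and with centring on the ribosomal protein median 89 and 4, and 41 and 1. Of 34 digestive enzymes 17 were higher in males and 7 in females, a direction that flips with each array centred on its median (9 and 14) and not with centring on the ribosomal protein median (26 and 3). The adjusted p of camera was 1.04e-09 for xenobiotic metabolism, 8.04e-05 for odorant-binding proteins and 0.00271 for digestive enzymes (adjusted p = 0.119, 0.119 and 0.297 with an estimated correlation). All 29 measured ribosomal protein genes of 81 were higher in females, with a median of -0.58, and 21 of 22 genes of mitochondrial respiration were higher in males, with a median of 0.63, but with each array centred on its ribosomal protein median 16 ribosomal protein genes were higher in males and 8 in females, and with centring on the array median 8 mitochondrial genes were higher in males and 5 in females. Camera gave adjusted p = 0.000324 and 3.58e-08 for these lists (adjusted p = 0.422 and 0.124 with an estimated correlation). The ribosomal protein split under centring on its own median was set beforehand, because that centring removes the sex difference these genes share. It decides nothing about the ribosomal proteins. All 7 measured genes of the Y chromosome were higher in males, led by ARY at 3.09, and with each array centred on its median 3 were higher in males and 2 in females (camera adjusted p = 0.00697, and adjusted p = 0.164 with an estimated correlation). Females of these crosses carry no Y chromosome, so the 2 calls higher in females come from the shift made by the centring and not from expression of these genes. Of the dosage compensation genes, msl-2, whose protein is made in males, was higher in males by 1.20 (SE 0.05), and msl-1, msl-3, mof and mle, the other 4 measured, were higher in females. Of 44 immune genes 18 were higher in males and 18 in females, including the antifungal peptide gene Drs at -2.48 (SE 0.13) and Drsl4 at 2.97 (SE 0.09), a split that centring on the array median turned to 11 and 26 and centring on the ribosomal protein median to 31 and 9. Of 15 sex determination genes 2 were higher in males and 11 in females, with dsx at 3.60 (SE 0.07, with another probe set of the gene that disagrees). The split was 2 and 13 with centring on the array median and 5 and 9 with centring on the ribosomal protein median. Of 8 heat shock genes 2 were higher in males and 6 in females, and 3 and 3 with centring on the ribosomal protein median, and of 15 fat body and storage genes 9 were higher in males and 6 in females, and 5 and 8 with centring on the array median. Of 7 genes of the sperm storage organs 1 was higher in males and 4 in females, led by Send1 (an endopeptidase of the spermatheca) at -5.35 (SE 0.13), and centring on the ribosomal protein median turned the split to 4 and 2. The lists of dosage compensation, immune response, sex determination, heat shock, fat body and sperm storage were not called by camera, with adjusted p from 0.0579 for the fat body to 0.453 for sex determination and sperm storage.

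**Figure D1:**
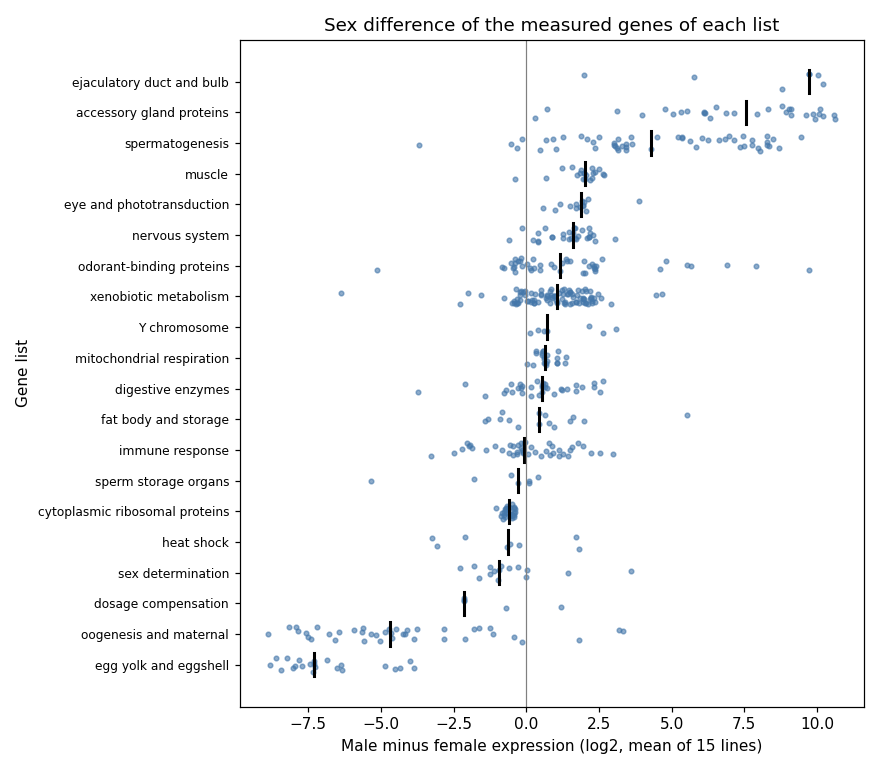
Male minus female expression (log2, mean of 15 lines) of the measured genes of each of 20 gene lists; each point is a gene and each black bar the median of its list. The medians run from -7.31 for yolk and eggshell to 9.72 for the ejaculatory duct and bulb, and the small medians of the ribosomal, mitochondrial, digestive, immune, heat shock, fat body, sperm storage and Y chromosome lists cross or approach 0 when arrays are centred on the array median or on the ribosomal protein median. For the ribosomal list, centring on its own median sets this beforehand.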

The effect of sex was significant for 17,350 transcripts (91.5% of the transcriptome) at a false discovery rate (FDR) of 0.001, indicating extensive sex-biased gene expression. 

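Seminal fluid genes led the male-biased transcripts, and genes of the eggshell, the yolk and the germ line led the female-biased ones. Acp53Ea, on arm 2R, had a mean of 13.97 ± 0.06 (SD of 15 line means) in males and 3.35 ± 0.14 in females, a difference of 10.63 (SE 0.04, adjusted p = 8.78e-24 from the F test of sex, 15 of 15 lines). It was followed by Acp53C14a at 10.59 (SE 0.05) and by EbpII, a protein of the ejaculatory bulb, at 10.21 (SE 0.10), both higher in males in 15 of 15 lines. The other genes among the 10 with the largest male excess were Acp63F (10.20), Acp36DE (10.12), which takes part in sperm storage, Acp53C14b (10.07), Ebp (10.05), Acp26Aa (9.92), Acp98AB (9.86) and Obp51a (9.73). The maternal determinant osk (oskar), on arm 3R, had a mean of 4.07 ± 0.30 in males and 12.95 ± 0.05 in females, a male minus female difference of -8.88 (SE 0.08, adjusted p = 2.22e-20 from the same test, 15 of 15 lines). The chorion genes Cp36, Cp19, Cp38 and Cp16 lay at -8.83 (SE 0.11), -8.60 (SE 0.12), -8.22 (SE 0.07) and -8.01 (SE 0.08), and the yolk protein gene Yp2 at -8.46 (SE 0.11). The other genes with the largest female excess were Muc12Ea (-8.20), the translational regulators orb (-8.17) and nanos (-8.15), and Pxt (-8.15), a peroxidase needed for the eggshell. The lower of the sex means of these 20 genes lies between 3.23 (Acp26Aa) and 5.98 (Yp2); it is under 5, near background, in all but Cp36, Cp19, Cp16, Cp38 and Yp2, so that the differences of the other 15 are lower bounds and the order is uncertain. A difference of at least 2-fold was found in 7,493 transcripts that passed the F test, 3,655 male-biased and 3,838 female-biased, and 7,483 of them had the same direction in all 15 lines. With each array centred on its median, 2,552 transcripts were male-biased and 7,756 female-biased at this size, and with centring on the ribosomal protein median 5,223 and 2,374.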

When the magnitude of differential expression was considered, 7,490 of the significant transcripts showed greater than 2-fold change, 3,652 showing male-biased expression and 3,838 female-biased expression (Figure 2A) [22]. 

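Some genes differed between lines alike in both sexes, and others differed between lines in males alone or far more than in females. Among the first, the line means of Cyp6a23, a cytochrome P450, ranged from 7.87 to 9.80 on the log2 scale in males and from 6.73 to 8.21 in females. Line took 83.8% of its variance (adjusted p = 6.48e-05 from the restricted likelihood ratio test). The share was largest in CG1304, on the X chromosome (87.0%, adjusted p = 0.000925), the 1 transcript called for both terms, whose line means ranged from 3.56 to 8.91 in males and from 3.61 to 7.01 in females (sex by line 11.4%, adjusted p = 1.1e-24). The other genes with the largest shares were Sdhaf3 (assembly of succinate dehydrogenase, 84.9%), cnk (Ras signalling, 83.0%), jagn (82.1%; another probe set of the gene disagrees), Maf1 (repression of RNA polymerase III, 82.0%), ATbp (81.5%), Atg18a (autophagy, 81.5%), CtsK1 (81.2%) and Rbm13 (80.7%). Among the genes with the largest share for sex by line, CG11590 had male line means from 8.85 to 10.92 and female line means from 9.52 to 9.68 (97.9% of the variance, adjusted p = 1.21e-56 from the same kind of test), and Sdic3, a dynein intermediate chain of sperm, had male line means from 5.46 to 10.37 and female line means from 4.34 to 4.77 (95.3%, adjusted p = 8.86e-42). CG15369 ranged from 4.22 to 11.52 between lines in males and from 4.42 to 4.81 in females (95.5%). These were followed by Cpr50Ca (a cuticular protein, 93.5%), CG10970 (92.7%), CG32806 (92.3%), Gas8 (90.4%), CG43134 (89.7%), CG32643 (87.5%, with another probe set that disagrees) and CG14785 (85.6%), all of them on the X chromosome except Cpr50Ca on arm 2R. Males carry the X of the line alone and females carry it beside another X. A sex-by-line term of an X-linked gene cannot be told apart from this difference. Most of these genes were measured by 1 probe set. Over 753 genes with 2 probe sets, the male line means of the 2 had a median r of 0.187. A line difference of a probe set may thus not hold for its gene. Of 97 transcripts of xenobiotic metabolism genes, 26 had a sex-by-line term, against 9.78% of the others (odds ratio 3.38, adjusted p = 1.6e-05 over the 20 lists, two-sided Fisher's exact test), and 4 had a line term against 0.262% of the others (odds ratio 16.3, adjusted p = 0.00323), in Cyp6a2, Cyp4p1, Cyp6a23 and alpha-Est2. The sex-by-line share was highest in the glutathione S-transferase genes GstD3 (70.6%), GstD1 (65.2%) and GstE6 (63.7%), which were chosen after their values were seen. In males alone 69 of the 97 varied between lines (odds ratio 6.64, adjusted p = 5.63e-18) and in females alone 49 (odds ratio 11.5, adjusted p = 3.76e-26). Of 35 transcripts of ribosomal protein genes, 24 had a sex-by-line term (odds ratio 20.2, adjusted p = 1.8e-15) and 29 varied between lines in males (odds ratio 12.9, adjusted p = 1.1e-10), as in RpL34a (66.0% of the variance in males). Fisher's exact test takes transcripts as independent, while the correlation estimated between the ribosomal protein genes was 0.53. Fat body and storage genes had a sex-by-line term in 6 of 19 transcripts (odds ratio 4.23, adjusted p = 0.0401), among them Obp99b (52.3%), and odorant-binding proteins in 11 of 48 (odds ratio 2.73, adjusted p = 0.0401). In males 20 of 30 accessory gland transcripts varied between lines (odds ratio 5.34, adjusted p = 3.9e-05), as did 29 of 55 transcripts of spermatogenesis (odds ratio 2.98, adjusted p = 0.000317), and of 34 digestive transcripts 26 varied in males (odds ratio 8.69, adjusted p = 2.24e-08) and 16 in females (odds ratio 9.83, adjusted p = 2.75e-08). None of 24 yolk and eggshell transcripts was called for a line term in males (odds ratio 0, adjusted p = 0.00227, Fisher's exact test). Their signal in males is low, with a mean of 5.20 over the genes in the median male array, which limits what this absence can show. Within lines, 40 measured genes of the early embryo had a mean pairwise r of 0.113 between female arrays, against at most 0.055 in 1,000 random lists; part of the genes carried it, such as D (r = 0.87 with the mean of the genes), while h (-0.23) and zen (-0.18), likewise chosen after their values were seen, did not follow. Over all transcripts the line term was called for 53 of 18,769 (2,882 at an unadjusted p under 0.05), the sex-by-line term for 1,852 (9.87%), the line term in males for 5,124 (27.3%) and that in females for 1,570 (8.36%), with 1,025 called in both sexes; without the arrays of any 1 replicate number the last 3 counts were 860 to 1,018, 2,413 to 3,188 and 659 to 904; a sex-by-line term was found in 14.0% of the 2-fold transcripts and in 7.10% of the others. The count for the line term was 5,137 by the moderated F test of limma with line as a fixed effect, 679 at an FDR of 0.05, 3,927 in a model without the sex-by-line term (tried after seeing the data), 18 without lines H10 and P26 (also chosen after seeing the data), and 17 to 39 when the arrays of any 1 replicate number were left out. With each array centred on its ribosomal protein median, 3,042 transcripts had a sex-by-line term, and of the 5 calls of lists by line and sex by line only the line term of xenobiotic metabolism was left (adjusted p = 0.000429, Fisher's exact test), beside a new call of spermatogenesis for sex by line (0.0149). For the ribosomal proteins this loss was largely set beforehand, because the centring removes the variation that their transcripts share. The sex-by-line call of ribosomal proteins held without any 1 replicate number, those of fat body and odorant-binding proteins never did, and those of xenobiotic metabolism were lost without replicate 1 (line 0.0854, sex by line 0.165) and, for line, without replicate 4 (0.0684).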

Genetic variation in gene expression (the line term) was significant for 5,173 transcripts (27.3%, FDR <0.001), while the interaction term was significant for 2,151 transcripts (11.3%, FDR <0.001). This latter effect represents the amount of genetic variation for sexual dimorphism, the prerequisite for the independent evolution of the sexes towards their respective fitness optima [23]. While these data are consistent with a pattern of sexual antagonism in the genome, they are not sufficient in themselves to establish which genes are currently experiencing sexual conflict. In order to identify those candidate loci, we used a regression model to test the association between gene expression and sex, fitness and their interaction: the expression level of the sexually antagonistic loci will be associated with a significant interaction between sex and fitness. Before testing this full model, we began by fitting two regression models to male and female data separately, to later establish what proportion of transcripts associated with sex-specific fitness are also sexually antagonistic.

**Figure 2:**
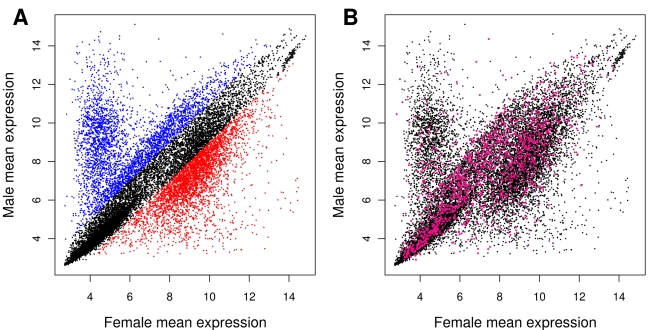
Gene expression data. Mean expression values in males and females for each transcript. (A) Male-biased and female-biased transcripts showing 2-fold or greater differences in gene expression are represented with blue and red dots, respectively. (B) Purple dots represent transcripts showing significant interaction between sex and fitness in the regression on gene expression.

In males, 867 transcripts (4.6%, FDR <0.05; see Table S1) were significantly associated with adult fitness, 460 showed a positive association and 407 showed a negative association. 

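Many seminal fluid genes are on the paper's list for male fitness, and all of those carry a positive slope in it. Of 30 accessory gland transcripts, 13 are on the list (odds ratio 16.1, adjusted p = 4.47e-09 over 20 gene lists, two-sided Fisher's exact test), namely Acp26Aa, Acp36DE, Acp53C14a, Acp53C14c, Acp53Ea, Acp62F, Acp63F, Mst57Dc, Sfp65A, Spn28F, Spn38F, antr and prd. The test takes transcripts as independent, while a correlation between accessory gland genes of 0.18 was estimated from the sex differences of the 15 lines. Its background was all transcripts, of which fewer varied between lines in males (27.2% against 66.7% of the accessory gland transcripts). Acp36DE had a mean of 14.08 ± 0.18 (SD of 15 line means) in males on the log2 scale, with line taking 71.9% of the male variance (adjusted p = 4.91e-09 from the likelihood ratio test in males), and the line means of prd, a transcription factor that the accessory gland needs, ranged from 7.22 to 8.31 (63.2%, adjusted p = 5.95e-07). Odorant-binding proteins held 6 of their 48 transcripts on the part of the list with a positive slope, Obp19b, Obp22a, Obp49a, Obp56g, Obp56i and Obp58b (odds ratio 5.76, adjusted p = 0.0106 from the same test), but did not pass on the whole list (odds ratio 2.97, adjusted p = 0.148). The genes of smallest p in that list, chosen from the paper's table, spanned several levels of expression. CG31832 ranged from 3.04 to 5.04 between the male line means and CG31704 from 12.12 to 12.84, while Mthfs, a folate enzyme, ranged from 8.75 to 9.61 and CAH5, a carbonic anhydrase, from 6.77 to 8.10. The others were CG31418 (9.97 to 10.54), CG33061 (7.38 to 8.38), PH4alphaNE3 (7.67 to 8.27), CG10700 (3.56 to 4.52), prd and lectin-21Cb (5.83 to 7.25), and line took 56.7% (PH4alphaNE3) to 83.5% (CAH5) of their variance in males. Of the 865 transcripts of the list that are not control probe sets, 591 (68.3%) had a line term in males, against 25.3% of all others (odds ratio 6.36, p = 1.4e-146, Fisher's exact test) and 34.8% in random lists matched on mean expression (p = 0.0002, the smallest that 10,000 lists can give in a two-sided test). A male bias of at least 2-fold was found in 298 (34.5%), against 25.4% in the matched lists (permutation of lists, p = 0.0002, again the smallest), and a sex-by-line term in 239 (27.6%). The study chose the list on these arrays, so that the counts are not independent evidence, and the regression itself was not refitted, because no source used here pairs the fitness of a line with its name.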

By comparing the expression level of these transcripts in the whole fly to their expression in specific tissues using the FlyAtlas database (see Materials and Methods), we were able to determine which tissues were enriched for male fitness-associated genes. Out of the 17 tissues tested (Table S2), we found 11 to be enriched for such genes (Figure 3). Interestingly, the tissues exhibiting the strongest pattern of enrichment for male fitness-associated genes were the accessory gland and ejaculatory duct, both significantly enriched for genes positively associated with male fitness (Fisher's exact test odds ratios 5.16 and 3.75, respectively; see Table S2). These genes showed over-representation in Gene Ontology (GO) categories specifically related to male fertilization success (e.g., insemination, sperm displacement, post-mating behaviour; see Table S3), confirming a large body of literature that has implicated post-mating sexual selection as an important selective force determining adult male reproductive success [24],[25]. Overall, the wide number of tissues and biological processes involved implies that fitness in the adult male fly is a highly complex trait, although post-mating sexual selection appears to be the major selective force operating on males. This pattern is to be expected given that other selective pressures might be reduced in the controlled laboratory environment to which our population has adapted.

**Figure 3:**
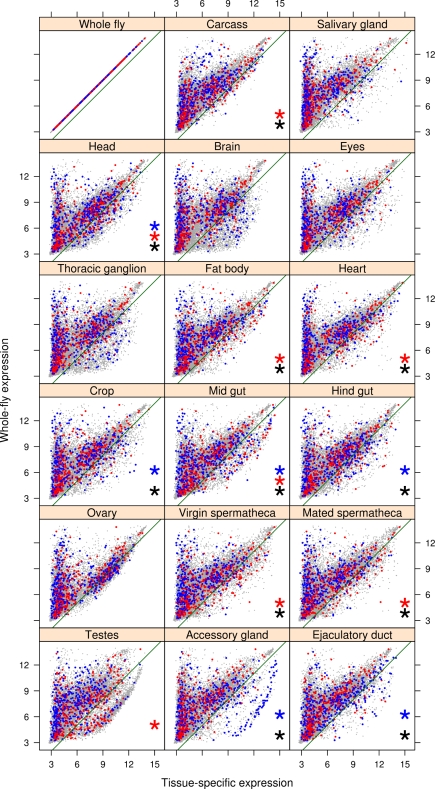
Tissue-specific expression of genes associated with male fitness. Expression levels of transcripts in different tissues (*x*-axis) against the expression levels in the whole fly (*y*-axis); data from FlyAtlas [38]. The green line represents the cut-off below which the transcripts are considered tissue-specific. Blue and red dots represent the transcripts positively and negatively associated with male fitness, respectively. Black, blue, and red asterisks represent tissues significantly enriched (adjusted *p* value <0.01) for tissue-specific transcripts associated with male fitness (black, overall; blue, positively associated; red, negatively associated).

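Detoxification genes are over-represented on the paper's list for female fitness. It holds 10 of 97 transcripts of xenobiotic metabolism (odds ratio 3.32, adjusted p = 0.0323 over 20 gene lists, two-sided Fisher's exact test), and 8 of them have a positive slope in the paper's table (odds ratio 6.39, adjusted p = 0.00146), namely Cyp313a1, Cyp4ac2, Cyp4d1, Cyp4d14, Cyp6a21, Cyp6a8, Ugt302C1 and Ugt37E1. In females, line took 61.8% of the variance of Cyp313a1. Of the xenobiotic metabolism transcripts 50.5% had a line term in females, against 8.15% of the others. The test used all transcripts as background, so the over-representation may only restate this variation between lines. Immune genes held 4 of 47 transcripts on the paper's list for female fitness, BomS2, PGRP-LF, PGRP-SC2 and SPE, which did not pass (adjusted p = 0.49, Fisher's exact test), and yolk and eggshell genes held none. Among the genes of smallest p, chosen from the paper's table, Mal-B1, a maltase, had female line means from 7.22 to 9.07 on the log2 scale (adjusted p = 8.03e-17 from the likelihood ratio test in females), and Dbct ranged from 9.14 to 9.77 (92.1% of the variance, adjusted p = 8.02e-19). Roe1, a co-chaperone of mitochondrial protein import, ranged from 9.22 to 9.89, CG7352 from 5.42 to 6.99, CG5039 from 7.85 to 8.55 and CG6766 from 10.02 to 10.36. The tumour suppressor p53 ranged from 9.22 to 9.51, RanBPM from 9.06 to 9.55, and Hexo2, a hexosaminidase, and Sdhaf3 complete the 10. Of the 634 transcripts of the list, 279 (44.0%) had a line term in females, against 7.12% of all others (odds ratio 10.3, p = 9.77e-136, Fisher's exact test) and 10.6% in lists matched on expression (p = 0.0002, the smallest that 10,000 lists can give). A line term in males was found for 301 of them (47.5%), and a difference of at least 2-fold between the sexes for 268 (42.3%), against 39.8% of all others (odds ratio 1.11, p = 0.232, Fisher's exact test) and 50.5% in the matched lists (permutation of lists, p = 0.0002, the smallest). These transcripts were selected by the study on the same arrays, so that their counts are not independent evidence of line differences.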

In females, 634 transcripts (3.3%, FDR <0.05; see Table S1) were found to be significantly associated with adult fitness, of which 267 showed a positive association and 367 showed a negative association. The pattern of tissue specificity of these genes in females again involved most tissues (Figure 4 and Table S2) with diverse functions and enriched to a similar extent, making a general interpretation difficult. However, three broad categories were represented: (a) sex-limited tissues involved in reproduction, specifically in storing sperm after mating, the spermatheca (in both virgin and mated female adults) seems to confirm a role of post-mating sexual selection; (b) tissues with a role in metabolism, transport, and storage of nutrients (crop, midgut, hindgut, fat body, and heart); and (c) neural tissues (head and thoracic ganglion). Remarkably, candidate genes expressed in several tissues (carcass, head, fat body, heart, eyes) were enriched for GO categories connected to an immune response or a response to an external toxic stimulus (e.g., defence response, response to xenobiotic stimulus, response to bacteria, insecticide metabolic process; see Table S4), which were absent in males. This is a particularly tantalizing result given the evidence that a post-mating immune response by females is induced by components of male ejaculates [26],[27], suggesting a link between immune system function and fecundity in females.

**Figure 4:**
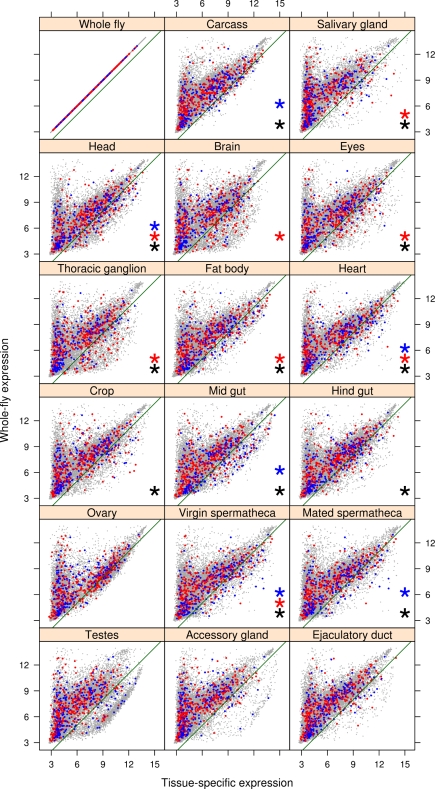
Tissue-specific expression of genes associated with female fitness. Expression levels of transcripts in different tissues (*x*-axis) against the expression levels in the whole fly (*y*-axis); data from FlyAtlas [38]. The green line represents the cut-off below which the transcripts are considered tissue-specific. Blue and red dots represent the transcripts positively and negatively associated with female fitness, respectively. Black, blue, and red asterisks represent tissues significantly enriched (adjusted *p* value <0.01) for tissue-specific transcripts associated with female fitness (black, overall; blue, positively associated; red, negatively associated).

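Genes of detoxification, digestion and odorant binding are over-represented on the paper's list of sexually antagonistic transcripts. Of 97 transcripts of xenobiotic metabolism 24 are on it (odds ratio 3.90, adjusted p = 6.62e-06 over 20 gene lists, two-sided Fisher's exact test), and 14 of the 24 are female-benefit in the paper's table (odds ratio 4.71, adjusted p = 0.000145), namely Cyp12a4, Cyp309a2, Cyp313a1, Cyp4d1, Cyp4d14, Cyp6a2, Cyp6a8, Cyp6d2, Cyp6t1, Cyp9c1, GstD10, Ugt35C1, Ugt37C2 and Ugt37E1. Digestive enzymes held 10 of 34 transcripts on the list (odds ratio 4.91, adjusted p = 0.00199), the proteases Jon25Bii, Jon25Biii, Jon66Ci, Jon99Ci and Ser6, the lysozymes LysP and LysS and the maltases Mal-A3, Mal-B1 and Mal-B2. Odorant-binding proteins held 11 of 48 (odds ratio 3.50, adjusted p = 0.00682), and accessory gland proteins 2 of 30, Acp53C14c and prd (6.67% against 7.87% of all other transcripts, adjusted p = 1). In males 71.1% of the xenobiotic metabolism, 76.5% of the digestive and 41.7% of the odorant-binding transcripts had a line term, against 27.1% to 27.3% of the others. The tests used all transcripts as background, so the over-representation may only restate this variation between lines. The 10 antagonistic genes of smallest p, chosen from the paper's table, differed in how their line means were spread. In Sdhaf3 the same 4 lines stood apart in both sexes, with line means of at least 9.69 in females and 8.64 in males, while the other 11 lay at or below 9.28 and 8.25. In Vps25, a subunit of the ESCRT-II sorting complex, the same 11 lines lay above the gap in both sexes, in MESR3 the same 4 and in CG13056 the same 3. The lines above the gap were H09, H10, H13 and H14 in Sdhaf3, and H09, H10, H12 and H14 in MESR3. In CG13056 they were H09, H10 and H14, and in Vps25 the lines below the gap were the 4 of MESR3. All lines set apart in these genes have labels with the prefix H, and every line with the prefix P lay on the other side of the gap. The remaining H lines lay with the P lines. No source used here says what the prefix stands for, so a difference tied to it was not tested and cannot be told apart. The groupings of these genes share lines and are not separate evidence. In CG13306, CG14683 and Reps the lines fell into 2 groups that were the same in both sexes but for 1 line, by a split chosen after their values were seen, and no pooled correlation is given for these 7 genes. Within the larger group of lines the male and female line means of Vps25 had r = 0.69 (Spearman's rho 0.65, adjusted p = 0.107 and 0.251 over the 7 genes, permutation test, 11 lines), with r = 0.65 without the 2 lines farthest from the median, and r was -0.19 in Sdhaf3, 0.07 in MESR3, 0.47 in CG13056, 0.25 in CG13306, -0.64 in CG14683 and 0.18 in Reps (-0.46, -0.18, -0.36, 0.62, -0.04 and 0.08 without the 2 lines), so that none of the 7 passed. Of the remaining 3 genes, CG1637 had r = 0.68 between male and female line means over 15 lines (rho 0.79, adjusted p = 0.0193 and 0.0044 over 10 genes, permutation test, 0.55 without the 2 lines farthest from the median). In CG31832 r was 0.57 (rho 0.60, adjusted p = 0.0257 and 0.0329, permutation test) and 0.37 without the 2 lines, with female line means near background (2.98 to 3.71), and Hexo2 did not pass (r = 0.47, rho 0.50, adjusted p = 0.0814 and 0.0634, permutation test, r = 0.67 without the 2 lines). Of the 1,476 transcripts of the list that are not controls, 330 (22.4%) had a sex-by-line term, against 8.80% of all others (odds ratio 2.98, p = 5.46e-50, Fisher's exact test), 862 (58.4%) a line term in males and 417 (28.3%) one in females. The study chose these transcripts on the same arrays, so that neither the counts nor the correlations are independent evidence, and without the array batches no correlation could be taken within a batch.

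**Figure D2:**
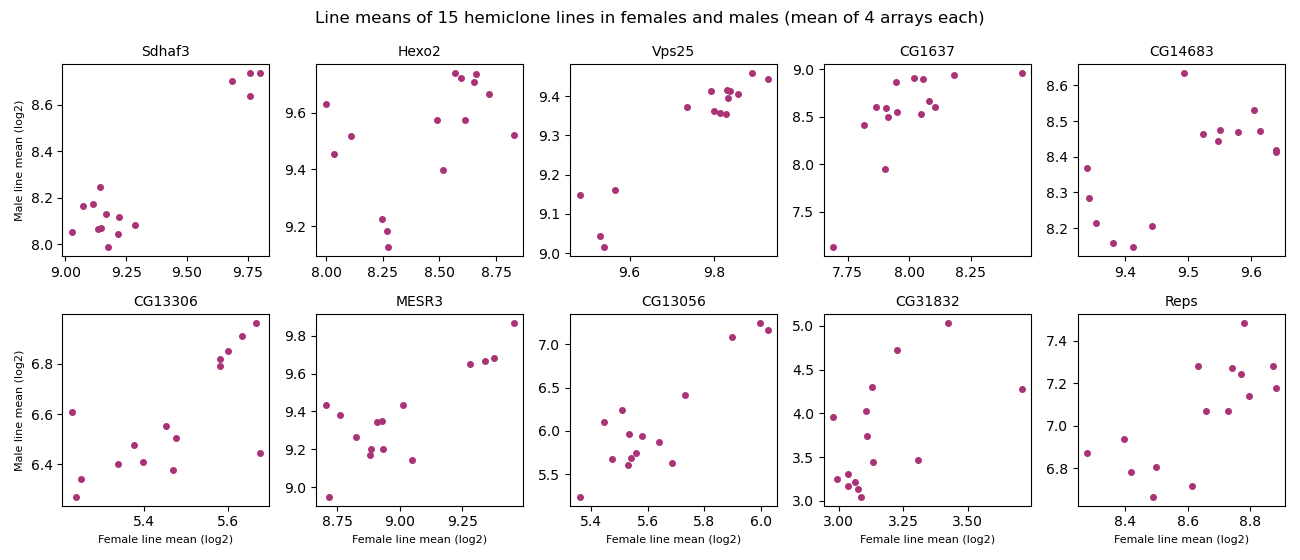
Male against female line means (log2, mean of 4 arrays each) of the 10 genes of smallest p on the paper's list of sexually antagonistic transcripts; each point is 1 of 15 lines. In Sdhaf3 the same 4 lines lie above the others in both sexes, and in Vps25 the same 11.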

When the whole dataset was considered, 608 transcripts (3.2%, FDR <0.05; see Table S1) were associated with fitness, while the sex by fitness interaction term—defining putative sexually antagonistic loci—was associated with 1,478 transcripts (7.8%, FDR <0.05, corresponding to 1,292 known genes; see Figure 2B and Table S1), 817 being male-benefit/female-detriment and 661 being female-benefit/male-detriment (89% and 95% show opposite sign in the regression slope of sex-specific fitness, respectively). The majority of genes associated with sex-specific fitness are also sexually antagonistic (66% and 62% for males and females, respectively; see Figure 5), corroborating the hypothesis that genetic variation for fitness is maintained by sexually antagonistic selection [5]. However, surprisingly these sexually antagonistic loci represent only 8.5% of the total number of sex-biased transcripts. 

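Genes on both a fitness list and the antagonistic list had line differences that ran more alike in males and females than those of other genes. The choice of the list itself can favour this, since most of the lines had been selected for opposite fitness in the sexes and the rest for average fitness. Of the 867 transcripts of the male list, 571 (65.9%) are on the antagonistic list, including Mthfs, CG31704 and lectin-21Cb, and 1 of them has opposite slopes in the paper's tables, and of the 634 of the female list 396 (62.5%) are on it, including Roe1, p53 and Mal-B1, 395 of them with opposite slopes. These signs follow largely from how the antagonistic slope is coded. The combined slopes had r = 0.996 with the female slopes, and combined plus antagonistic slopes had r = 0.996 with the male slopes. The antagonistic slope thus behaves as the male minus the female slope. The male and female lists share 101 transcripts, among them CAH5, Hexo2 and RanBPM, and 95 have slopes of opposite sign. The correlation of male and female line means over the 15 lines was computed for each transcript and summarised by its median over a list. It was 0.46 over the transcripts both male and antagonistic, 0.53 over those both female and antagonistic and 0.43 over the whole antagonistic list, against 0.17, 0.18 and 0.17 in random lists matched on mean expression (p = 0.0002 for each, permutation of lists, the smallest that 10,000 lists can give). Acp26Aa, on the male list alone, had r = 0.04, and Acp53C14a r = -0.35. Over the male transcripts outside the antagonistic list the median r was 0.07, below the 0.17 of matched lists (permutation of lists, p = 0.0006), and over the female transcripts outside it 0.15 against 0.16 (p = 0.804). Transcripts with r above 0 made up 87.0% of the antagonistic list and 65.6% of all transcripts. From the shares that are both fitness-associated and antagonistic, the paper argues in favour of the hypothesis that sexually antagonistic selection keeps up the variation in fitness.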

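The antagonistic list holds strongly sex-biased genes as well as genes of similar expression in the sexes. Cyp313a1, at 11.45 ± 0.20 (SD of 15 line means) in males and 7.00 ± 0.55 in females, and CG31418, at 10.31 ± 0.15 and 3.79 ± 0.09, are male-biased, and Reps, at 7.05 ± 0.25 and 8.64 ± 0.18, is female-biased, while Mal-B1, at 7.78 ± 0.58 and 8.06 ± 0.60, did not pass the F test of sex (adjusted p = 0.185, higher in females in 7 of 15 lines). The leading seminal fluid genes Acp53Ea, Acp63F and Acp36DE and the eggshell genes Cp36 and Cp19 are not on this list. A sex effect was found for 1,267 of the 1,476 antagonistic transcripts (85.8%), against 91.9% of all others (odds ratio 0.536, p = 1.26e-13, two-sided Fisher's exact test), and these 1,267 make up 7.39% of the transcripts with a sex effect. The share in the paper equals the size of its whole antagonistic list over its number of transcripts with a sex effect. The 7.39% counts only the shared transcripts, so the shares are unlike measures. As 1,476 of all 18,769 transcripts are on the list, a share of about this size follows from the sizes of the sets. A bias of at least 2-fold was found for 698 (47.3%), 390 male-biased and 308 female-biased, against 39.3% of the others (odds ratio 1.39, p = 2.49e-09, Fisher's exact test). Random lists matched on mean expression held 51.6% of 2-fold transcripts, more than the antagonistic list (p = 0.0002, permutation of lists, the smallest that 10,000 lists can give); they held 24.9% male-biased transcripts against 26.4% on the list (p = 0.161) and 26.7% female-biased ones against 20.9% (p = 0.0002). Female-benefit transcripts were less often female-biased, 77 of 660 (11.7%), than matched lists (23.8%, permutation of lists, p = 0.0002), and 170 (25.8%) were male-biased against 22.3% (p = 0.0274). Of the 816 male-benefit transcripts 231 (28.3%) were female-biased against 29.0% in matched lists (permutation of lists, p = 0.643), and 27.0% were male-biased against 27.1% (p = 0.955). The odds ratio of 1.39 turned below 1 when only transcripts with a mean of at least 5 in either sex were kept (0.855, p = 0.00875), when each array was centred on its median (0.831, p = 0.000658) and when genes were counted instead of transcripts (0.918, p = 0.164, all by Fisher's exact test).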

The conspicuous discrepancy between the size and the distribution of these two sets of genes (compare Figure 1A and Figure 1B) suggests that sex-biased expression represents a footprint of widespread but resolved conflict between the sexes, rather than a signature of ongoing antagonism.

**Figure 5:**
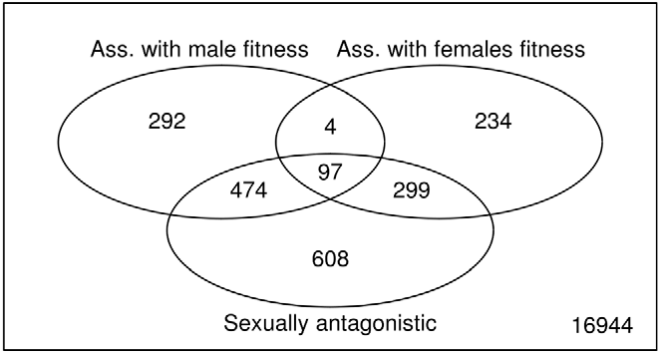
Venn diagram. Intersections between genes significantly (positively or negatively) associated with male fitness, female fitness (from the sex-specific models), and those that show a significant interaction between sex and fitness in the full model (i.e., sexually antagonistic).

The identification of a list of candidate sexually antagonistic loci enables us to ask where they are located in the genome and which biological processes contribute to the negative genetic correlation for adult fitness, which generates the “gender load” [6]. As many as 68 genomic regions were enriched for sexually antagonistic loci, notably including the X chromosome (odds ratio = 1.16, *p* = 0.029; Figure 6 and Table S5), in line with current theory [1]. 

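Antagonistic genes were somewhat more frequent on the X chromosome than on the other arms, and CG1637, Hexo2 and Dbct are among those on the X. Of 1,873 genes of the array on the X chromosome 218 (11.6%) are antagonistic, against 10.1% of the genes elsewhere and 193.7 in the mean of random lists (odds ratio 1.17, p = 0.0259, one-sided hypergeometric test; two-sided Fisher's exact test, p = 0.0472). Arm 2L held 248 of 2,205 (odds ratio 1.12), 2R 264 of 2,428 (1.07), 3L 219 of 2,343 (0.871) and 3R 277 of 2,974 (0.858, two-sided Fisher's exact test, p = 0.0339), chromosome 4 held 4 of 65 and the Y chromosome none of 4. The female-benefit genes had an odds ratio of 1.25 on the X chromosome (99 of the 527 lie there, p = 0.031, one-sided hypergeometric test, which is exact) and the male-benefit genes 1.11 (120 of 704, p = 0.178). The background was the 11,892 genes with 1 gene per probe set and an arm in the Release 6 annotation, of which 1,230 are antagonistic. Counted as transcripts, the odds ratio was 1.13 (one-sided exact p = 0.0668), and the two-sided Fisher p of the X chromosome adjusted over the 7 chromosome arms was 0.165. Sex-by-line terms and line terms in males were also more frequent on the X chromosome (odds ratios 1.84 and 1.27). Males carry the X of the line alone and females carry it beside another X. With all genes as background, the excess of antagonistic genes cannot be told apart from this difference.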

All the tissues tested showed enrichment for these candidate genes, with the intriguing exception of the gonads, both testes and ovaries (Figure 7). We may speculate that the paucity of sexually antagonistic genes in the gonads may derive from the highly specific regulatory mechanisms present in the testes and ovaries. The testes in particular have an exceptionally low correlation in gene expression with other tissues (see Figure S3). Thus, the opportunity for sexually antagonistic selection to operate in the gonads may be low. On the other hand, other tissues that are present in only one sex show a statistically significant overabundance of sexually antagonistic genes (accessory gland, ejaculatory duct, spermatheca in both virgin and mated females). Although counterintuitive, this pattern can arise because each gene may either have different functions in both male and female sex-limited organs or show high levels of expression in other shared tissues, where conflict can occur. To graphically assess the plausibility of these hypotheses, we plotted the candidate antagonistic genes that show high tissue specificity for both male-limited (accessory gland and ejaculatory duct; Figure S1) and female-limited tissues (spermatheca; Figure S2) in every other tissue in the adult fly. The resulting patterns support both scenarios: antagonistic genes in male-limited tissues are also, for the vast majority, expressed in the spermatheca, while antagonistic genes in the spermatheca show extremely high correlation in expression with other tissues, such as fat body and heart (Figure S2). In general, the candidate genes we identified are highly expressed in most tissues, and although we ignore whether, as a rule, these genes code for the same function when expressed in different physical locations, these results seem to indicate that pleiotropy can be a mechanism that hampers the resolution of the conflict [16].

**Figure 6:**
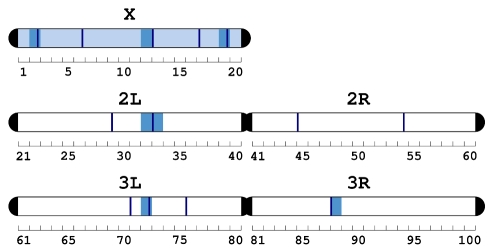
Chromosomal distribution of sexually antagonistic candidate genes. Chromosomes, chromosomal bands (1–100), and sub-bands (A–F in each band, not labelled but qualitatively indicated by their relative position in each band), enriched for sexually antagonistic candidate genes are coloured in light blue, blue, and dark blue, respectively. See Table S5 for details and statistics.

**Figure 7:**
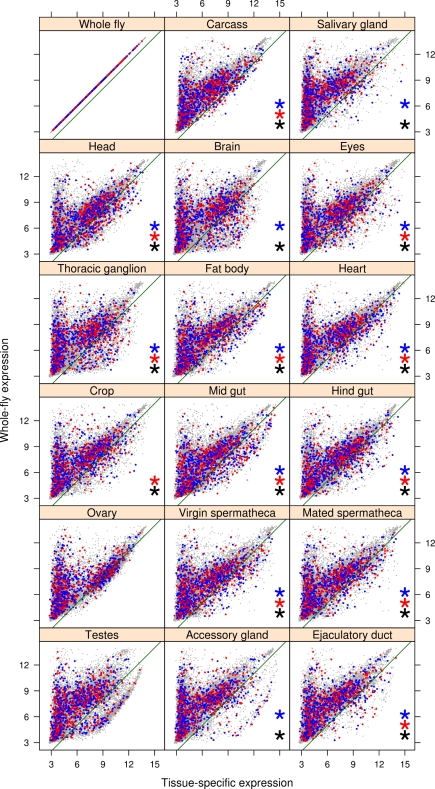
Tissue-specific expression of sexually antagonistic candidate genes. Expression levels of transcripts in different tissues (*x*-axis) against the expression levels in the whole fly (*y*-axis); data from FlyAtlas [38]. The green line represents the cut-off below which the transcripts are considered tissue-specific. Blue and red dots represent the male-beneficial and female-beneficial transcripts, respectively. Black, blue, and red asterisks represent tissues significantly enriched (adjusted *p* value <0.01) for tissue-specific antagonistic genes (black, overall; blue, male-beneficial; red, female-beneficial).

Enriched biological processes of genes identified as sexually antagonistic showed similarities to those associated with male and female fitness, with the general pattern emerging of sexual antagonistic selection influencing many diverse processes (Table S6). Taken together, the patterns of sexually antagonistic genes present in almost all tissues influencing genes involved in the regulation of many biological processes suggests that sexual antagonism is a pervasive selective force currently influencing the *D. melanogaster* genome.

That said, it should be noted that our list of candidate sexually antagonistic genes is far from conclusive, for two main reasons. First, we are probably underestimating the intensity of sexual conflict, because our analysis of the fly transcriptome is limited to a narrow window of time in the lifespan of this organism. Although adult, sexually mature flies probably best express the potential for sexual conflict at the transcriptional level, we argue that at other life stages, in particular during development and metamorphosis, alleles at other loci could act antagonistically and contribute to variation in reproductive success. Second, our analysis is based on a laboratory population, where some sources of viability selection—which are less likely to act antagonistically in the two sexes [28]—may be eliminated, potentially exacerbating the relative importance of sexual antagonism. Whether the patterns found in our study can be extrapolated to wild populations remains to be tested.

### Conclusion

Our results provide the first direct test, to our knowledge, of the identity, quantity, and location of sexually antagonistic genes in any organism. These data show that sexually antagonistic selection has a non-negligible effect on fitness-related genes, and as such its neutralizing effect on “good genes” processes in sexual selection should no longer be overlooked [19]. They also give an indication of the extent to which this process may maintain genetic variation in the face of sexual (i.e., the lek paradox [29]) or natural selection [5],[30]. The presence of sexual antagonism in sex-limited tissues other than the gonads also provides evidence of a link between intralocus and interlocus sexual conflict, since the accessory gland in males and sperm-storage organs in females are known to play an important role in male-female coevolution [31],[32]. We expect our results will be a starting point from which a more detailed functional genomic analysis of sexual conflict can proceed. In particular, a better understanding of the function, genomic location, and the degree of linkage in a gene network (epistasis and pleiotropy) of each locus under conflict might provide insights into the processes that allow or prevent conflict resolution [10].

## Materials and Methods

### Stocks and Experimental Methods

The base population of *Drosophila melanogaster* (LH_M_) has been maintained as a large, outbred population for over 400 non-overlapping generations. One hundred haplotypes were sampled from LH_M_ and maintained as heterozygous stock hemiclonal lines using double-X clone-generator females [C(1)DX, *y*, *f*; T(2;3) *rdgC st in ri p* ^P^ *bw* ^D^][6],[18]. Hemiclonal haplotypes were expressed as males by mating stock hemiclone males with virgin double-X LH_M_ females [C(1)DX, *y*, *f*] and expressed as females by mating with virgin LH_M_ females. Each hemiclonal fly therefore shares one nearly complete genomic haplotype (with the exception of the fourth dot chromosome), the other being a random sample from the base population. Given the patterns of inheritance of a hemiclonal genotype, the variation across lines does not include any non-additive dominance variation or maternal effects, although some epistatic interactions remain [18]. Adult fitness of hemiclones was assayed in competition with individuals from a replica population of LH_M_ marked with the *bw* ^−^ eye-colour allele.

### Fitness Assays

All flies were reared in 25 mm vials on cornmeal-molasses-agar food. The total adult lifetime fitness of 100 hemiclonal haplotypes when expressed as either males or females was assayed under competitive conditions that closely match those experienced by adults in the base population [18]. Competitor flies homozygous for the brown eye-colour allele *bw* ^-^ were generated following nine rounds of backcrossing into LH_M_. For the male assays, hemiclonal males were first generated by mating stock hemiclonal males to 30 virgin double-X LH_M_ [C(1)DX, *y*, *f*] females. These females were allowed to oviposit in vials for 18 h, after which the density of eggs was reduced so that approximately 150 viable zygotes remain (3/4 of the zygotes are lethal aneuploids). Five hemiclonal wild-type males arising from this cross were then placed together with 10 competitor *bw* ^−^ males and 15 virgin *bw* ^−^ females (reared at the same larval density and matched for age) in yeasted vials for 2 d. The females were then isolated in test tubes and allowed to oviposit for 18 h. On Day 12, the progeny from each female was scored for eye colour. This assay was replicated 6 times, representing a total of 30 hemiclonal males per line. The relative adult male fitness for each line was calculated by averaging the relative fitness across replicates, obtained by dividing the proportion of offspring sired by hemiclonal males (*bw* ^+^/*bw* ^−^) by the maximum proportion across all hemiclonal lines and replicates. For the female assays, the protocol was identical except that hemiclonal females were obtained by mating hemiclonal stock males to groups of 16 virgin LH_M_ females (producing half aneuploids). Groups of 5 hemiclonal females were housed with 10 competitor females and 15 *bw* ^−^ males in yeasted vials for 2 d. The hemiclonal females were then placed in individual test tubes and allowed to oviposit for 18 h. This assay was replicated 4 times, representing a total of 20 hemiclonal females per line. Relative adult female fitness for each line was calculated by averaging across replicates the mean number of progeny emerging by Day 12 divided by the maximum fecundity across all lines and replicates.

### Fitness Data Analysis

All statistical analyses were performed using R [33] 2.9 (http://www.R-project.org). Fitness assay data were analysed by fitting a linear mixed model using Bayesian methods and Markov chain Monte Carlo sampling techniques (MCMCglmm package) to data on relative male and female fitness: Y  =  S + L + ε, where S (sex) is a fixed effect, L (line) is a 2×2 matrix that specifies the variance structure of the random effects, allowing for estimates of sex-specific variances among lines and their covariance, and ε is a matrix of sex-specific, within-line residual variances. Flat priors for the correlation were used.

### Selection of Lines for Expression Analysis

Fifteen lines showing hyper-dispersed variation in relative male and female fitness based on ranks were selected for expression analysis with DNA microarrays. We chose five lines each showing low-male/high-female fitness ranks, high-male/low-female fitness ranks, and average-male/average-female fitness ranks (see Figure 1) as well as low variance.

### Biological Material for Expression Analysis

Four independent replicates of hemiclonal males and females from each of the 15 selected lines were generated following the same crosses described above (but with 12 hemiclonal stock males:30 females). Adult hemiclonal and LH_M_ tester flies of both sexes (reared following the base population protocol) were then collected in groups of 16 on Day 10. On Day 12, each group of hemiclones was placed together with a group of tester flies of the opposite sex in yeasted vials. After 24 h, the tester flies were removed and after a further 20 h a group of six hemiclonal flies were randomly chosen from each vial under brief CO_2_ anaesthesia. Four hours after sorting, the flies were frozen using liquid nitrogen and stored at −80°C for no more than 6 d until RNA extraction.

### RNA Extractions and Microarrays

Total RNA was extracted using Trizol (Invitrogen) and purified with an RNeasy Mini Kit (Qiagen), from four independent groups of six flies for each sex/line (2 sexes, 15 lines, 4 replicates, giving a total of 120 arrays and 720 flies). RNA quantity and quality was assessed with an Agilent Bioanalyzer (Agilent Technologies) prior to sample preparation and hybridisation following the manufacturer's instructions to GeneChip Drosophila Genome 2.0 Affymetrix microarrays at the Uppsala Array Platform. The 120 microarrays were processed in 8 batches of 15.

### Gene Expression Data Analysis

Several packages within BioConductor [34] 2.4 (http://www.bioconductor.org) were used for gene expression data analysis. Microarray data were pre-processed using Robust Multichip Average (RMA) as implemented by the affy package [35].

The phenotypic variation in gene expression was partitioned using the following linear restricted maximum-likelihood mixed model (lme4 package): Y  =  B + S + L + S × L + ε, where S (sex) is a fixed effect, L (line) is a random effect, and B is a random effect introduced to block for the effect of batch. A similar model (without the S and interaction terms) was fitted to sex-specific subsets of the data. The *p* values for random effects were calculated using a 0.5χ_0_^2^+0.5χ_1_^2^ mixture distribution from a Likelihood Ratio Test on the full and reduced (without the random effect to be evaluated) models. All the reported *p* values were corrected for FDR [36].

We used the following regression model: Y  =  B + S + F + S × F + ε (S  =  sex as fixed effect; F  =  sex-specific line fitness, covariate; B  =  batch as random blocking factor) to identify transcript associated with fitness (limma package). A similar model (without the S and interaction term) was fitted to sex-specific subsets of the data. A Bayesian approach to pool information across genes has been used to moderate the variance [37]. All the reported *p* values were corrected for FDR [36].

We identified tissue-specific transcripts using the Flyatlas database [38]. Raw data were downloaded by GEO (Gene Expression Omnibus, accession number GSE7763) and pre-processed with RMA (as default in affy package [35]) separately for each tissue. Expression values were then averaged across replicates and rescaled to whole-fly baseline expression (also obtained from FlyAtlas, to ensure homogeneity of the experimental procedures) using the average expression of unexpressed genes (*n* = 599, expression value in the whole fly smaller than 3.4). Rescaling was necessary only to ensure an equal signal baseline for all the tissues. Transcripts were considered tissue specific if the expression level in the target tissue was 2-fold higher than in the whole fly. To test for overabundance of genes of interest in a target tissue, we performed a one-tailed Fisher's exact test on the observed and expected tissue-specific genes of interest compared to the overall number of tissues-specific genes in each tissue. All the reported *p* values were Bonferroni-corrected for testing on multiple tissues (*n* = 17).

To identify GO categories and chromosomes (or chromosomal bands) enriched for particular subsets of transcripts, we used a hypergeometric test for overrepresentation (*p* <0.05, GOstats and Category packages, modified).

Microarray data are deposited on the GEO database, accession number GSE17013.

## Supporting Information

Figure S1 **Expression levels of antagonistic genes highly expressed in male-limited tissues.** Antagonistic genes that have high tissue-specific expression in the accessory glands and in the ejaculatory duct are highlighted in green in each panel.
(1.82 MB TIF)

Figure S2 **Expression levels of antagonistic genes highly expressed in female-limited tissues.** Antagonistic genes that have high tissue-specific expression in the spermatheca (mated or virgin) are highlighted in green in each panel.
(1.91 MB TIF)

Figure S3 **Correlation for gene expression in different tissues.** Data from FlyAtlas [38].
(2.04 MB TIF)

Table S1 **Annotation of genes associated with adult fitness.** Affymetrix probeset and gene annotation for each of the transcripts associated with male fitness (Sheet 1), female fitness (Sheet 2), both male and female fitness (Sheet 3), and sexually antagonistic genes (Sheet 4).
(0.66 MB XLS)

Table S2 **Statistics of the Fisher's exact test on tissue-specific expression.** For each tissue (rows) and each list of genes of interest (columns), three values are given: effects size (odds ratio), *p* value, and Bonferroni-corrected *p* value. Nine lists of genes were tested: genes associated with male fitness (“m”, all genes; “m.pos”, positively associated; “m.neg”, negatively associated), genes associated with female fitness (“f”, all genes; “f.pos”, positively associated; “f.neg”, negatively associated), and antagonistic genes (“antag”, all genes; “antag.mplus”, male beneficial; “antag.fplus”, female beneficial).
(0.02 MB XLS)

Table S3 **Gene Ontology categories enriched for genes associated with male fitness.** Subsets of fitness-related transcripts showing tissue-specific expression were tested for overrepresentation of GO terms in each tissue.
(0.03 MB XLS)

Table S4 **Gene Ontology categories enriched for genes associated with female fitness.** Subsets of fitness-related transcripts showing tissue-specific expression were tested for overrepresentation of GO terms in each tissue.
(0.06 MB XLS)

Table S5 **Chromosomal distribution of sexually antagonistic genes.** Chromosomes, chromosomal bands, and sub-bands enriched for sexually antagonistic genes.
(0.01 MB XLS)

Table S6 **Gene Ontology categories enriched for sexually antagonistic genes.** Subsets of fitness-related transcripts showing tissue-specific expression were tested for overrepresentation of GO terms in each tissue.
(0.09 MB XLS)

## Abbreviations

FDR: false discovery rate
GEO: Gene Expression Omnibus
GO: Gene Ontology
RMA: Robust Multichip Average

How the deposited data were processed for this re-analysis (not part of the article)

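The data are expression values of 120 Affymetrix arrays, 1 for each of 4 replicate samples of adult males and 4 of adult females from 15 hemiclonal lines. Line, sex and replicate number of every array were read from its label. The authors computed the deposited values with RMA in the affy package, which corrects background, quantile-normalizes the arrays and gives 1 log2 value per probe set. The versions of RMA and affy themselves are not stated, though the paper names its releases of R and BioConductor. No value was filtered or scaled again for the main results given at the claims. Results with centred arrays or with dim transcripts left out are named as such there.

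Of 18,952 probe sets, 183 controls were left out and 18,769 were tested. Genes were named from the annotation of the array, for 13,543 probe sets by Entrez ID. The sex labels were checked with Yp1, Yp2, Yp3, SP and Acp26Aa in every array, because the array has no probe set for roX1 or roX2. Of 120 arrays, 109 correlated most with the other arrays of their own line and sex.

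Each transcript was fitted with sex as a fixed effect and line and sex by line as random effects. Sex was tested with an F test on 14 residual degrees of freedom, and the variances of line and of sex by line with restricted likelihood ratio tests against a mixture of chi-square distributions, in closed form for the balanced design. The line term was also tested in each sex alone. All p-values were adjusted by Benjamini and Hochberg, with an FDR of 0.001 for these tests and of 0.05 for gene lists. The closed form was checked against lme4, where the p-values of 60 of 60 transcripts were within 0.001 for both variance terms. That tolerance is wider than the p-values that pass an FDR of 0.001, so the check does not reach the calls themselves. On simulated data, 88 of 100 sex differences of 0.3 and 125 of 200 sex-by-line terms were recovered, but of 200 line terms taking 50% of the variance only 5 were recovered by the line test over both sexes and 81 by the test in males.

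Gene lists were tested with Fisher's exact test and with camera of limma on the 15 male minus female differences of line means, with an inter-gene correlation of 0.01 and with an estimated correlation. Fisher's exact test takes the transcripts of a list as independent, so that genes that vary together can make its p-values too small. The study's lists of fitness-associated transcripts were used as published, and compared with 10,000 random lists matched on mean expression in 10 bins for shares and 20 bins for correlations. Correlations between line means of single genes were tested with 100,000 permutations. Random groups of lines were 100 assignments of the lines to 3 groups of 5, tested with limma.

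Named genes were chosen by rule. They are the 10 genes with the largest male excess and the 10 with the largest female excess among those that passed and kept their direction in all lines, the 10 with the largest share of variance for line and for sex by line, up to 4 members of each gene list with the largest differences, and the 10 of smallest p on each study list, whose values in the paper's tables had been seen. Genes named outside this rule are stated as such or are the full set that a count refers to. A gene with several probe sets is given by the one with the highest mean.

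The fitness regressions were not refitted, because the fitness of each named line is in no source used here, and no batch term was fitted, because the batch of each array is in none. Alternatives were other normalizations and centrings, a replicate block, arrays and lines left out in turn, dim probe sets left out, moderated tests of limma, maximum likelihood, other thresholds, and genes in place of transcripts. R 4.3.3 with limma 3.58.1 and lme4 1.1.37 was used, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.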

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

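The tests of the early embryonic and yolk patterns were chosen only after the results were seen, and the splits of the arrays and the random groups of lines before.

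Single arrays lay far from the other 3 of their line and sex in 5 cases. The array median was 6.3925 in replicate 3 of the males of P22 (median of the others 6.3574), 5.7524 in replicate 1 of the females of H09 (5.7291) and 5.7159 in replicate 3 of the females of P56 (5.7344). The yolk and eggshell mean was 5.1879 in replicate 3 of the males of P56 (4.8982), and the early embryonic mean 5.1916 in replicate 3 of the females of H12 (5.4744). With 15 groups for each measure, 1, 2, 1 and 1 groups passed the limit for the array median in males and in females, the yolk mean and the embryonic mean, and chance flags about 1 in 20 groups.

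Line differences themselves differed between males and females in 1852 transcripts, by a test of that difference. In 100 splits of the arrays, 1 split, the real one, reached the real number of calls in each of 6 counts, and the highest other count was 0 beside real values of 17156 for the sex effect, 7493 over 2-fold, 53 for the line term, 1852 for sex by line, 5124 for line in males and 1570 for line in females. The splits for sex swap the sexes within some lines, which turns a large sex difference into a difference between lines. Their counts of 0 were thus largely set beforehand and decide nothing about the sex effect. The splits for line shuffle single arrays within a sex. They exclude a random allotment of arrays to lines, but not a batch shared by the arrays of a line and sex.

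Early embryonic genes, which the paper does not discuss, had a mean pairwise r of 0.1127 between the female arrays of a line against at most 0.055 in 1000 random lists, carried by part of the genes. D, SoxN, halo, sna and pnr followed the shared score most closely, h, zen and odd ran against it (r from -0.2336 to -0.1415), and all 8 were chosen after their values were seen. Fertilised eggs held in some females could give this, but the value of 0.1127 measures the pattern itself and leaves that explanation open. Array processing or RNA quality may contribute, because the score had r = -0.3695 with the array median, which leaves it open. Replicate number took 11.3718% of the variance of the score within lines, which excludes it by the limit set for that test.

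Yolk and eggshell transcripts varied between male arrays, most in replicate 4 of H10 (Yp1 at 9.84) and of P26 (9.55). Female RNA carried into male samples could give this, since 17 other abundant female transcripts had a median r of 0.5902 with Yp1 within lines. Replicate number took 25.8676% of the variance of the score within lines and line took 30.787% of that in males. Groups of few arrays take a share of the variance without any effect behind them. Neither value decides, so that a batch or a difference between lines is left open.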

How the results depend on the processing

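The tests of lines H10 and P26 left out and of line without sex by line were chosen after the results were seen. The number of transcripts with a sex effect stayed within 1.5 times under every alternative, although centring on the ribosomal protein median turned which sex had more. The line variation of the study's male, female and antagonistic lists kept its direction and side of the threshold, as did the correlation of line means over the antagonistic list. The correlations over the other lists were not run again. The cause of the changes below was not tested. Transcripts near background (63.2% of values in males are at least 5) limit what small differences can show.

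Without a replicate, the line term had 17 to 39 transcripts, sex by line 860 to 1018, line in males 2413 to 3188, line in females 659 to 904, gene lists by line 1 to 3, and random groups of lines medians of 174 to 198, 53.5 to 61 in males and 6.5 to 8 in females. Without 1 line these ranges were 26 to 43, 1479 to 1923, 4228 to 4980 and 1334 to 1674, with line terms of 35, 28, 31, 26, 29, 34, 31, 35 and 29 without H09, H10, H12, H13, H14, P07, P13, P48 and P56, and 18 without H10 and P26. At FDR 0.05 the counts were 679, 4762, 8901 and 3496. The line term had 5137 transcripts with the moderated F test of limma and 3927 without the sex-by-line term. Centring on the ribosomal protein median gave 3042 for sex by line, 7977 for line in males and 2 gene lists by line. The odds ratio of antagonistic among sex-biased transcripts reversed to 0.8555 with a mean of at least 5, 0.8311 with centring on the array median and 0.9179 for genes. At 4-fold, 3820 transcripts were sex-biased. On the X chromosome the odds ratio was 1.1059 for male-benefit genes and 1.1286 for transcripts. With 15 line means instead of arrays, random groups gave medians of 0, 0 and 0. With line-term transcripts left out, 61 arrays correlated best with their own line.

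Replicate numbers are shared between the sexes and lines without a stated pairing. With a replicate block, sex by line had 2232 transcripts (1844 shared), line 59 and gene lists by line 3 (fat body and odorant-binding proteins not called, both at 0.126), and 15, 3 and 6 random groupings of lines reached the study's male, female and antagonistic numbers. Of 60 pairs of male and female arrays of a line and number, r ran from -0.1194 to 0.2236 (median 0.0473, 19 over 0.1), and 31 females were most similar to the male array of their number, against 15 by chance; arrays of a number from different lines had a mean r of 0.1272 in males and 0.0675 in females.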

Differences from the paper's values

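The paper gives 5173 transcripts with a line effect at an FDR of 0.001, and 53 were found here with the test and FDR the paper states but without its batch term. Of the alternatives set before the data were examined, the moderated F test of limma gave 5137, within the paper's value, and all others stayed apart from it, among them the replicate block (59), maximum likelihood (75), both centrings (54 and 65), a new quantile normalization (48) and an FDR of 0.05 (679). A model without the sex-by-line term, chosen after seeing the values, gave 3927, which include all 53; the paper lists no transcripts for this term, so how many of its calls are dropped is unknown.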

Other observations

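Genes whose line differences differ between the sexes were frequent on the X chromosome. Of its 1,873 genes 373 had a sex-by-line term (19.9% against 11.9% elsewhere, odds ratio 1.84, p = 2.22e-19, two-sided Fisher's exact test), among them CG11590, Sdic3, CG15369 and Gas8. Line terms in males were more frequent there as well (odds ratio 1.27, p = 5.01e-06, Fisher's exact test), and those in females were not (0.971, p = 0.75). By the crosses of the paper, males carry the X of the line alone and females carry it beside an X of the base population. The counts of line and sex-by-line terms on the X chromosome cannot be told apart from this difference. Female-biased genes were more frequent on the X chromosome (odds ratio 1.57, p = 8.59e-17, Fisher's exact test), as for Cp36, Cp38 and Yp2, and male-biased genes less frequent (0.723, p = 4.34e-08).

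The tests with random groups of lines were fixed in advance. In 100 random assignments of the 15 lines to 3 groups of 5, the regression on groups gave at least the study's 867 transcripts in males in 12 (median 267.5, highest 2416), at least its 634 in females in 3 (median 40.5, highest 1533), and at least its 1478 for the product with sex in 3 (median 484.5, highest 1996). The regression took the 4 arrays of a line and sex as independent, and the paper's regression has no line term either. With 15 line means instead, the medians were 0, 0 and 0 and 0 groupings reached any of the numbers. Without 1 replicate number, 0 to 4 groupings reached the male number. The limit fixed beforehand was 5 of 100 groupings, with the male count of 12 above it and both counts of 3 below. The study's numbers come from a regression on measured fitness with a batch term and these from 3 groups without a batch term, so that counts of unlike fits are set side by side and chance groups of lines are left open for all 3 numbers.

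The paper's combined list shares 416 transcripts with its female list, and the slopes of the 2 had r = 0.996 with a median ratio of 1.00. Of 96 transcripts shared with the male list, 90 had opposite slopes, and over 91 transcripts the sum of the combined and antagonistic slopes had r = 0.996 with the male slope. The combined slope thus behaves as the female slope, and the antagonistic slope as the male minus the female slope.

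Of 753 genes with 2 probe sets, 512 (68.0%) had the same direction of sex difference in both, and the median r of their male line means was 0.187.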
